# Oct4 regulates the embryonic axis and coordinates exit from pluripotency and germ layer specification in the mouse embryo

**DOI:** 10.1242/dev.159103

**Published:** 2018-06-18

**Authors:** Carla Mulas, Gloryn Chia, Kenneth Alan Jones, Andrew Christopher Hodgson, Giuliano Giuseppe Stirparo, Jennifer Nichols

**Keywords:** Oct4, Epiblast, Lineage specification, Gastrulation, Pluripotency, Embryonic axis

## Abstract

Lineage segregation in the mouse embryo is a finely controlled process dependent upon coordination of signalling pathways and transcriptional responses. Here we employ a conditional deletion system to investigate embryonic patterning and lineage specification in response to loss of Oct4. We first observe ectopic expression of Nanog in Oct4-negative postimplantation epiblast cells. The expression domains of lineage markers are subsequently disrupted. Definitive endoderm expands at the expense of mesoderm; the anterior-posterior axis is positioned more distally and an ectopic posterior-like domain appears anteriorly, suggesting a role for Oct4 in maintaining the embryonic axis. Although primitive streak forms in the presumptive proximal-posterior region, epithelial-to-mesenchymal transition is impeded by an increase of E-cadherin, leading to complete tissue disorganisation and failure to generate germ layers. In explant and *in vitro* differentiation assays, Oct4 mutants also show upregulation of E-cadherin and Foxa2, suggesting a cell-autonomous phenotype. We confirm requirement for Oct4 in self-renewal of postimplantation epiblast *ex vivo*. Our results indicate a role for Oct4 in orchestrating multiple fates and enabling expansion, correct patterning and lineage choice in the postimplantation epiblast.

## Abstract (precis)

**Highlighted Article:** Ectopic expression of Nanog, expansion of the presumptive endodermal domain and trapping of cells in the primitive streak ultimately result in consistent disrupted phenotype with loss of embryonic structures.

## INTRODUCTION

How cells transition from pluripotency to differentiation is an important issue in developmental biology and the fundamental research that feeds into regenerative medicine. Lineage specification occurs in the epiblast of the early postimplantation mouse embryo in response to localised signalling cues, leading to acquisition of new cell identities and the instigation of body patterning. These instructive pathways emanate from a complex interplay of embryonic and extra-embryonic tissues. The process begins shortly after implantation, when a small number of cells in the distal visceral endoderm (DVE) acquires distinct molecular and morphological properties in response to Nodal signalling from the epiblast and bone morphogenetic protein (BMP) from the extra-embryonic ectoderm (ExE) (Arnold and Robertson, 2009; Brennan et al., 2001; Waldrip et al., 1998; Winnier et al., 1995). Through a combination of movement and additional cell recruitment, this population expands asymmetrically to become the anterior visceral endoderm (AVE). The main role of the AVE is to establish the anterior-posterior (A-P) body axis by secreting pathway inhibitors such as lefty, cerberus-like 1 (Cer1) and dickkopf-related protein 1 (Dkk1)*,* which negatively regulate primitive streak-inducing signals and restrict their activity to the posterior epiblast (Mukhopadhyay et al., 2001; Perea-Gomez et al., 2002). Conversely, the ExE dictates the proximal-distal axis (Rodriguez et al., 2005). Thus, the AVE and ExE set up a coordinate system interpreted by the epiblast, which leads to lineage specification *in vivo*. Genetic evidence suggests roles for various transcription factors in directing cell fate decisions in collaboration with the signalling pathways. However, the process by which multiple fates are coordinated in parallel is less well understood. This is largely because of the complex and relatively inaccessible three-dimensional and dynamic nature of gastrulation in murine embryos.

The availability of embryonic stem cells (ESCs) has enabled detailed investigations of exit from pluripotency and differentiation *in vitro* to be carried out, and provides a means with which to identify and assess the role of candidate factors. The POU domain transcription factor Oct4 (also known as Oct3 or Oct3/4) (Okamoto et al., 1990; Rosner et al., 1990; Scholer et al., 1990) has been proposed as an essential coordinating factor for pluripotent stem cell maintenance *in vitro* and for both preimplantation and postimplantation development *in vivo*. During the first cell fate decision in the preimplantation embryo, Oct4 prevents ectopic differentiation of the inner cell mass (ICM) into trophoblast, a phenotype mirrored in ESCs (Nichols et al., 1998; Niwa et al., 2000). Moreover, it also plays a non-cell-autonomous role in formation of the second extra-embryonic tissue, the primitive endoderm (PrE), which is attributable to induction of fibroblast growth factor 4 (FGF4) secretion by the epiblast (Frum et al., 2013; Le Bin et al., 2014). It has been postulated that Oct4 acts during lineage specification to induce ‘mesoendoderm’ fates (Thomson et al., 2011; Wang et al., 2012; Ying et al., 2015) and to repress neural differentiation (Thomson et al., 2011). Interestingly, Oct4 also plays a role in facilitating exit from pluripotency *in vitro* (Karwacki-Neisius et al., 2013; Radzisheuskaya et al., 2013).

Expression of *Oct4* (*Pou5f1*) persists in the murine epiblast until late gastrulation stages (Rosner et al., 1990; Scholer et al., 1990). Deletion at around embryonic day (E) 7.5 in a tamoxifen-inducible system caused developmental defects that were attributed to impaired expansion of the primitive streak (DeVeale et al., 2013). The authors also noted more severe defects in E9.5 embryos when *Oct4* was deleted at around E6 and E6.5. However, detailed analysis of the changes associated with loss of Oct4 during earlier stages of gastrulation has not yet been reported.

In light of these previous findings, we anticipated that disrupting *Oct4* expression during early postimplantation stages of development would provide a system with which to explore further the process of lineage specification *in vivo*. In this study, we used a compound conditional genetic model to delete *Oct4* from epiblast cells soon after implantation. We revealed an unexpected role for Oct4 in the regulation of both lineage identity and orientation of the A-P axis, and also confirmed its requirement for maintenance of postimplantation (‘primed’) pluripotency (Nichols and Smith, 2009). Furthermore, we applied a recently developed *in vitro* micropattern system (Morgani et al., 2018) to confirm our findings and enable dissection of lineage decisions during exit from pluripotency in an accessible two-dimensional format by inducible deletion of *Oct4*.

## RESULTS

### Deletion of *Oct4* during the onset of gastrulation causes reproducible disorganisation of epiblast derivatives

Transgenic embryos expressing *Cre* driven by the promoter of *Sox2* [Tg(Sox2-cre)1Amc; *Sox2Cre*] induce recombination of *LoxP* sites predominantly in epiblast cells soon after implantation (Hayashi et al., 2002) (Fig. 1A). We validated *LoxP* recombination by inspection of embryos derived from crossing *Sox2Cre* and *R26-lacZ* homozygous mice (Soriano, 1999). *Cre* activity was first apparent in a small proportion of cells at E5.5 (Fig. 1B), corroborating the zygotically driven embryonic expression of *Sox2* previously reported by mRNA *in situ* hybridisation (Avilion et al., 2003). To assess the consequence of *Oct4* deletion using this strategy, females homozygous for floxed *Oct4* (*Oct4^fl/fl^*) (Le Bin et al., 2014) were mated to males carrying *Sox2Cre* and an *Oct4*-null allele (Nichols et al., 1998) (*Sox2Cre/+; Oct4^+/−^*). Hence, we expect 25% of progeny to carry one *Sox2Cre* allele with one floxed and one null *Oct4* allele (*Sox2Cre^+/−^; Oct4^fl/−^*, referred to as SO−), which are classified as mutants. Of the remaining embryos, 50% are expected to be functionally heterozygous for *Oct4* (*Sox2Cre^+/−^; Oct4^fl/+^* or *Sox2Cre^−/−^; Oct4^fl/−^*) and 25% homozygous for functional *Oct4* (*Sox2Cre^−/−^; Oct4^fl/+^*), collectively referred to as SO+ (Fig. 1A). Immunohistochemistry revealed mosaic residual expression of Oct4 at around E6.0-6.5 and complete extinction by E7.0 (Fig. 1C). The first defects were apparent at around E7.5-7.75; the primitive streak appeared swollen and there were no discernible anterior structures (Fig. 1D and Table 1). By E8.0, the absence of anterior and trunk structures was more pronounced, and the remaining embryonic tissue was enveloped by extensively folded yolk sac (Fig. 1E). At E8.5, SO− epiblasts lacked headfolds, somites or any recognisable structures, and the embryonic regions were considerably smaller than those of SO+ littermates (Fig. 1F and Table 1). Only disorganised membranes remained by E9.5 (Fig. 1G). The striking morphological abnormalities confirmed the previously reported requirement for Oct4 during gastrulation (DeVeale et al., 2013). This consistent phenotype (Table 1) enables faithful examination of potential downstream lineage anomalies.

**Fig. 1.**
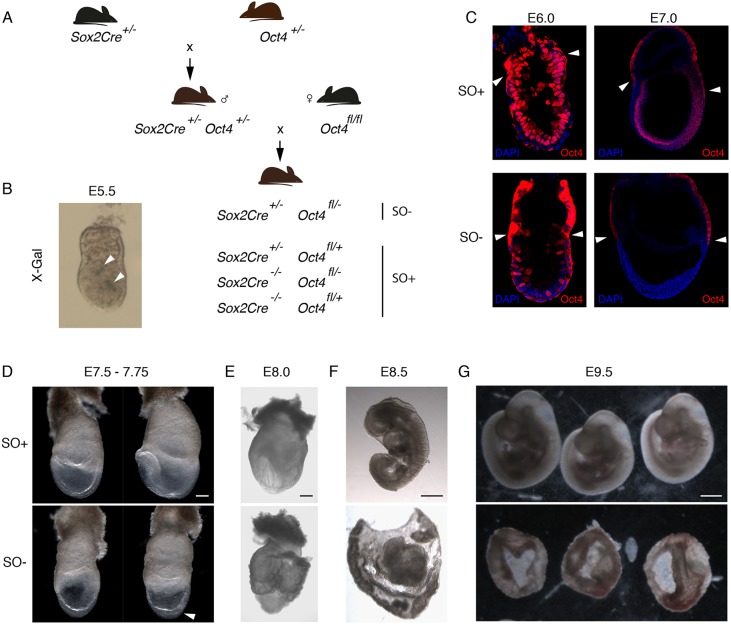
***Oct4* deletion strategy and phenotype.** (A) Schematic of mouse breeding programme to obtain conditional *Oct4* deleted (SO−) and control (SO+) embryos. (B) X-Gal staining of representative E5.5 embryos generated by crossing *Sox2Cre* and *R26-lacZ* homozygous mice, showing initial activation of the Sox2Cre in a few cells (blue staining, arrowheads). (C) Confocal images of immunostaining for Oct4 (red) in SO− embryos showing mosaic deletion at E6.0 and loss of Oct4 protein by E7.0. Arrowheads mark non-specific cytoplasmic staining in the extra-embryonic tissues. Embryo morphology is shown at (D) E7.5-7.75 (*n*=22 for SO−), (E) E8.0 (*n*=2 for SO−), (F) E8.5 (*n*=15 for SO−) and (G) E9.5 (*n*=3 for SO−). The top row in each panel displays control embryos and the bottom row contains mutants. The arrowhead in D indicates the thickened region in the mutant embryo, implying trapped cells in the primitive streak. Scale bars: 200 µm in D,E; 300 µm in F,G.

**Table 1.**
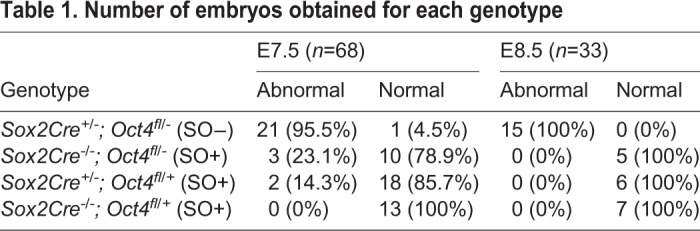
**Number of embryos obtained for each genotype**

### Oct4 mitigates expression of *Nanog* in the postimplantation embryo

Re-emergence of *Nanog* expression in the posterior proximal epiblast pre-empts the morphological manifestation of the primitive streak (Hart et al., 2004). We have previously shown that deletion of *Oct4* in the preimplantation epiblast results in upregulation of Nanog (Le Bin et al., 2014). We therefore analysed Nanog expression by immunohistochemistry in embryos dissected at E6.0-6.5, at the time when *Oct4* deletion is mosaic (Fig. 1C). In SO+ embryos, we observed uniform distribution of Oct4 throughout the epiblast, with Nanog present in only a proportion of cells in the proximal posterior region (Fig. 2). In contrast, SO− embryos exhibited mutually exclusive distribution of Nanog and Oct4 in an apparent ‘salt and pepper’ pattern throughout the epiblast, both posteriorly and anteriorly, where Nanog is not normally detected (Fig. 2). These results suggest that a cell-autonomous role for Oct4 in regulating Nanog is conserved in both pre- and postimplantation epiblast.

**Fig. 2.**
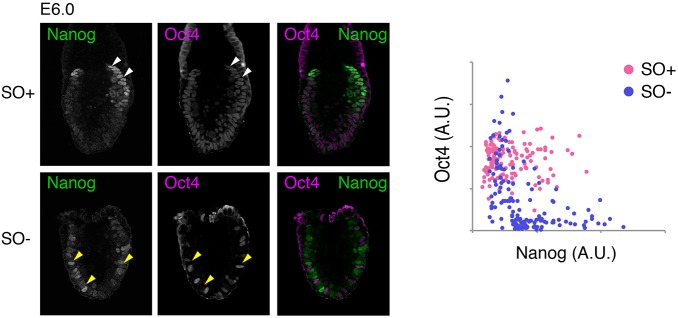
**Oct4 represses Nanog in the postimplantation epiblast.** (Left) Single confocal plane images of SO+ and SO− embryos immunostained for Nanog (green) and Oct4 (magenta) at E6.0 as Oct4 is being deleted. Arrowheads highlight regions of mutually exclusive expression of both markers. (Right) Quantification of immunofluorescence per cell (*n*=3, SO−; *n*=2, SO+ embryos).

### Loss of Oct4 disrupts the axial organisation of emerging lineages

As Nanog is ectopically expressed in the anterior epiblast in SO− embryos, we sought to determine whether the expression pattern of specific anterior genes was disrupted. At E6.75 and E7.0, Sox2 normally segregates to the anterior epiblast in a pattern complementary to Nanog (Fig. 3A,B). However, in mutant embryos, the boundaries of Nanog and Sox2 domains were less defined. The Sox2 territory appeared to be shifted distally and the Nanog domain expanded (Fig. 3A,B). Interestingly, we also observed the appearance of an ectopic Nanog-high domain, anterior to that of Sox2.

**Fig. 3.**
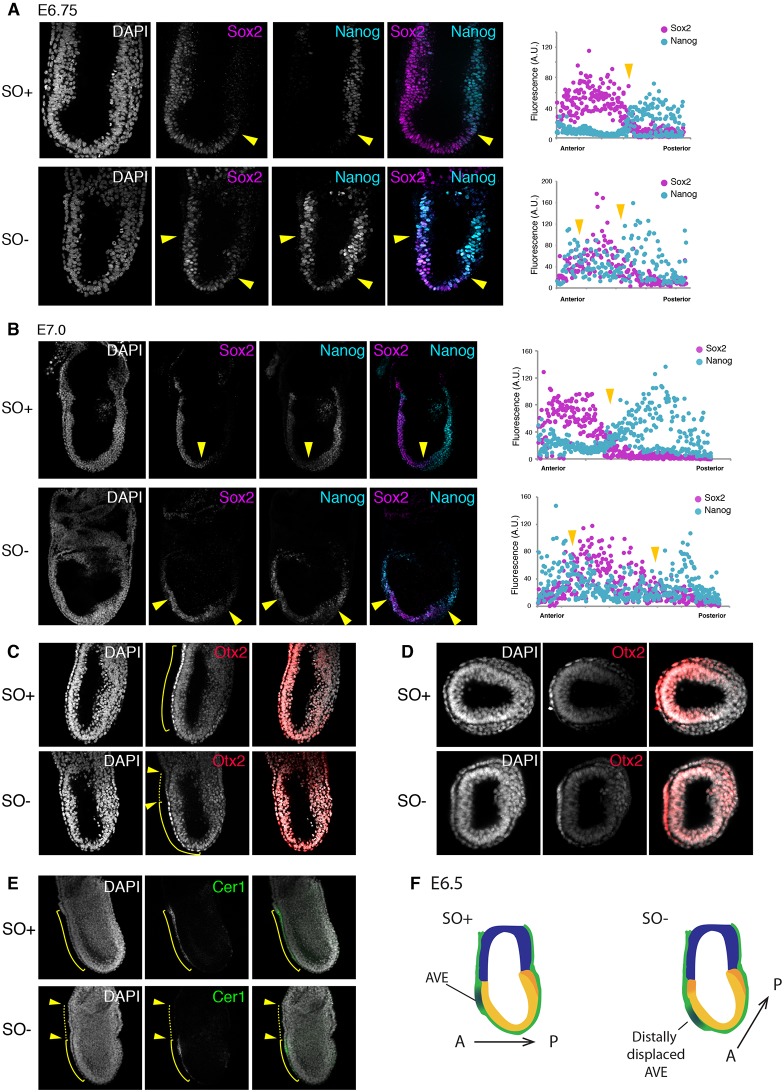
**In the absence of Oct4, domains of anteriorly expressed genes are distally displaced.** (A,B) Confocal images of immunostaining for Nanog (turquoise) and Sox2 (magenta) at E6.75 (A) and E7.0 (B) with DAPI in the left-hand panel. Single-cell immunofluorescence intensity quantification is shown in the graphs, as measured along A-P axis. Yellow arrowheads indicate the boundaries of expression domains between Nanog and Sox2. (C,D) Immunostaining of Otx2 (red) at E7.0 in whole-mount (C) and transverse (D) sections. (E) Expression of Cer1 in the AVE in SO+ (top) and SO− (bottom) embryos. In C and E, the yellow line indicates the region of Otx2-high and Cer1 expression in the VE. Yellow arrowheads indicate an Otx2-low and Cer1-negative domain in the anterior-proximal VE of SO− embryo. (F) Summary diagram of the differences between control and mutant embryos. At E6.5, control embryos initiate the expression of primitive-streak markers (orange) at the proximal-posterior portion of the epiblast (yellow), opposite to where the AVE is specified. In Oct4-deleted embryos, however, the AVE positioning is more distal, and ectopic Nanog expression appears anteriorly.

We also examined the expression pattern of Otx2, which functions both in epiblast and visceral endoderm (VE) (Ang et al., 1996; Perea-Gomez et al., 2001). Otx2 is initially expressed throughout the epiblast and VE but during gastrulation it becomes restricted anteriorly (Ang et al., 1994) (Fig. 3C,D). This pattern was not observed in mutant embryos (Fig. 3C,D). Moreover, although SO+ embryos showed high expression of Otx2 in the AVE, in the mutants the Otx2-high domain was displaced distally (Fig. 3C, yellow line) and an Otx2-low domain appeared in the anterior-proximal VE (Fig. 3C, yellow arrows). We therefore immunostained for Cer1, a specific marker of the AVE. Like Otx2, Cer1 expression was more distal in SO− embryos compared with SO+ (Fig. 3E). These observations suggest that, in the absence of Oct4, embryos fail to maintain correct A-P orientation, resulting in an apparently more distal positioning of the body axis (Fig. 3F).

### Oct4 restricts the expression of definitive endoderm transcription factors

The expression pattern of proteins associated with the primitive streak was analysed. At E6.75, before any overt morphological phenotype is detected in mutant embryos, the pan-primitive streak markers brachyury (T) (Wilkinson et al., 1990) and Mixl1 (Pearce and Evans, 1999; Robb et al., 2000) were detected exclusively in the posterior epiblast (Fig. 4A). Similarly, Foxa2 was expressed in a posterior-distal domain. Foxa2 marks a group of mesoderm and endoderm progenitors that segregate after epithelial-to-mesenchymal transition (EMT) (Burtscher and Lickert, 2009) (Fig. 4A). The relative expression pattern of all three proteins was generally conserved between SO+ and SO− embryos at E6.75. Therefore, the primitive streak appears to be initially specified in the correct location in SO− embryos.

**Fig. 4.**
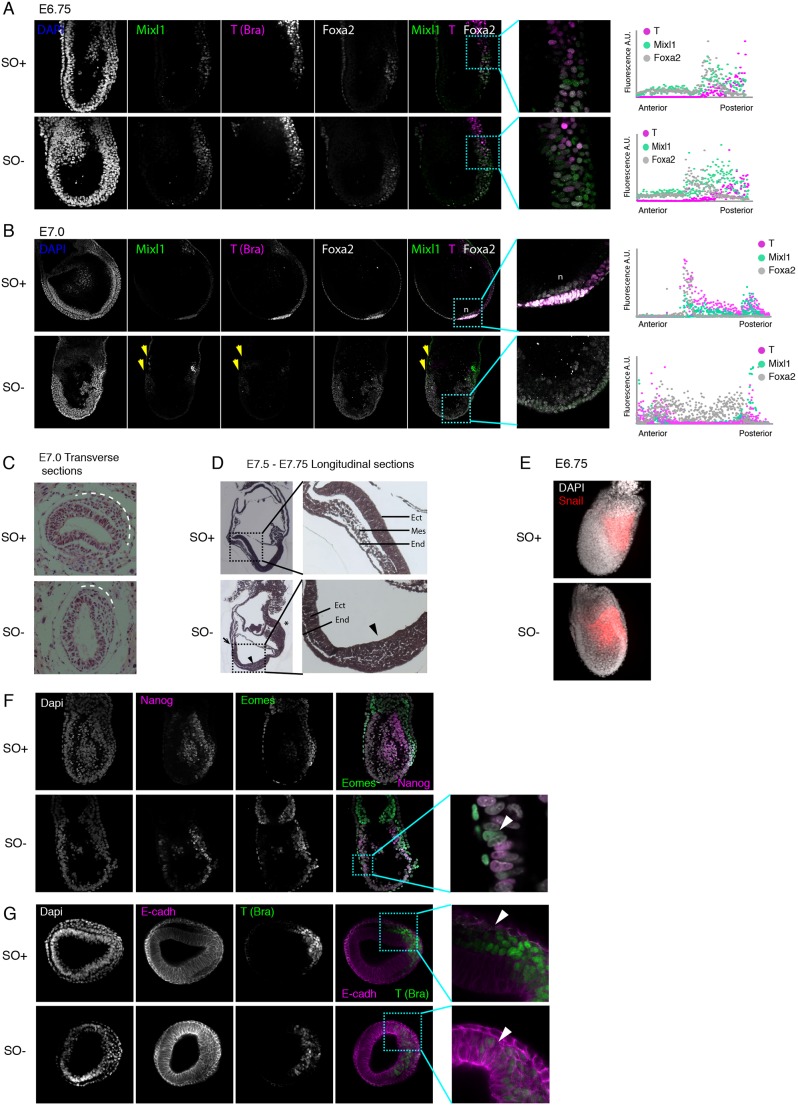
**Ectopic expression of posterior genes in *Oct4* mutant embryos.** (A,B) Confocal images of immunostaining for Mixl1 (green), T (brachyury, magenta) and Foxa2 (white) in E6.75 (A) and E7.0 (B) embryos. Arrowheads indicate the boundaries of the ectopic posterior-like domain. Graphs show quantification of the expression domain along the A-P axis. (C) Transverse section and H&E staining of SO+ and SO− embryos at E7.0. Dotted line highlights the extent of the mesoderm migration from the middle of the streak. (D) Longitudinal sections and H&E staining of embryos at E7.5-7.75. Expanded view shows three germ layers in SO+ embryos. Asterisk highlights the accumulation of cells in the extra-embryonic region; the arrow shows a lack of anterior structures and arrowheads mark accumulation of cells in the posterior epiblast. (E) Confocal images showing immunostaining of Snail (red) in SO+ and SO− embryos at E6.75. (F) Confocal images of Eomes (green) and Nanog (magenta) double immunostaining. Arrowhead in the enlarged view points to an Eomes-positive cell in the anterior epiblast. (G) Transverse sections of E7.0 embryos immunostained for E-cadherin (magenta) and T (brachyury, green) in SO+ and SO− embryos. Enlarged views and arrowheads indicate downregulation of E-cadherin and T in migrating mesoderm in SO+ embryos, but not in SO− embryos. Top row of panels in each case shows SO+ embryos and bottom panels show SO− *Oct4* mutants.

In E7.0 mutant embryos, the expression domain of T and Mixl1 appears to be significantly reduced (Fig. 4B). We also noted a second region expressing T and Mixl1 in the anterior epiblast (Fig. 4B, yellow arrows), coincident with the ectopic Nanog domain (Fig. 3). Interestingly, the expression domain of Foxa2 expanded dramatically both anteriorly and posteriorly through most of the epiblast, but was absent at the ExE-epiblast boundary (Fig. 4B). SO− embryos also lacked a distinguishable node (‘n’, Fig. 4B).

We examined the tissue histology in embryos by Haematoxylin and Eosin (H&E) staining of longitudinal and transverse sections. At E7.0, a layer of mesenchymal cells encases more than half the epithelial epiblast in SO+ embryos. In SO− embryos, however, loosely packed cells accumulate at the posterior end of the embryo (Fig. 4C). This is consistent with the apparent swelling in the mesoderm of mutants observed previously (Fig. 1D) and was more evident in longitudinal sections at E7.5-7.75. Mutant embryos show accumulation of cells and loss of epithelial morphology in the posterior epiblast (Fig. 4D, arrowhead). We also noticed cells amassing in the extra-embryonic region adjacent to the streak, and the absence of anterior structures (arrow) in SO− embryos (Fig. 4D).

During normal gastrulation, cells in the epiblast exhibit high levels of E-cadherin, which is downregulated as they traverse the primitive streak and undergo EMT. This downregulation in E-cadherin is brought about by the repressor snail (Carver et al., 2001). In SO+ and SO− embryos, snail expression was unaffected (Fig. 4E). The expression pattern of Eomes, another key regulator of EMT (Arnold et al., 2008), was also mostly unchanged upon Oct4 deletion (Fig. 4F). However, we noted a few Eomes-positive cells in the anterior epiblast (Fig. 4F, arrowhead). SO− embryos, however, show persistent E-cadherin expression in the cells surrounding the primitive streak, indicating an EMT defect (Fig. 4G).

To summarise, in SO− embryos the primitive streak is initially correctly specified, but by E7.0 the expression domain of Foxa2 extends both anteriorly and posteriorly at the expense of more proximal-posterior primitive streak markers. Furthermore, loss of Oct4 causes a defect in downregulation of E-cadherin, leading to failure to complete EMT and consequent retention of cells in the posterior epiblast.

### Disorganisation of Oct4 mutant epiblasts disrupts subsequent lineage differentiation

In the absence of Oct4, embryos acquire disordered anterior and posterior gene expression patterns, and fail to complete EMT. We therefore examined the expression of germ layer markers expressed later in development. Sox17 is normally expressed in committed definitive endoderm cells (Viotti et al., 2014). Consistent with the expanded domain of Foxa2, we observed ectopic Sox17 in many cells of the anterior and posterior epiblast at E7.5, in a subpopulation overlapping the Foxa2-positive domain (Fig. 5A). To determine whether any anterior structures were specified, we analysed the expression of Sox1, a neuroepithelium marker (Fig. 5B) (Pevny et al., 1998). Despite the lack of clear anterior structures in SO− embryos (Figs 1D and 4D), Sox1 expression was detected, but more distally than in SO+ embryos and in a ‘salt and pepper’ fashion (Fig. 5B). Otx2, conversely, is normally expressed in the headfolds at E7.5 (Ang et al., 1994; Cajal et al., 2012), but in SO− embryos it was expressed in the distal epiblast in a domain overlapping Foxa2 (Fig. 5C).

**Fig. 5.**
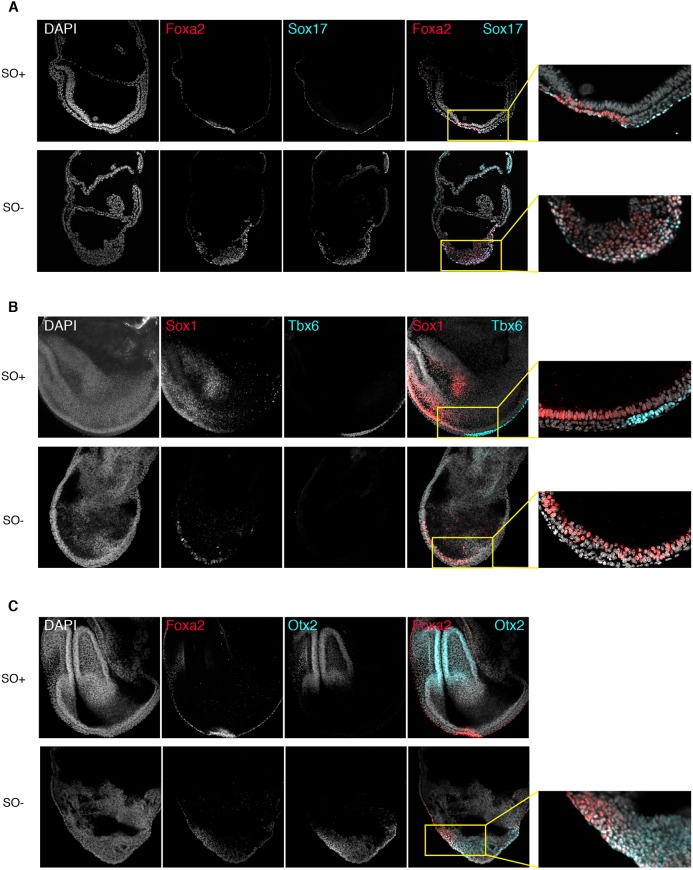
**Disorganisation of lineage markers in *Oct4* mutant embryos impedes further differentiation.** (A-C) Confocal images of immunostaining of E7.5-7.75 embryos for (A) Foxa2 (red) and Sox17 (turquoise), (B) Sox1 (red) and Tbx6 (turquoise), and (C) Foxa2 (red) and Otx2 (turquoise). Top rows show SO+ embryos and bottom rows show SO− *Oct4* mutants. Higher-magnification images show regions of marker segregation (A and C, digital enlargement; B, captured using a 40× lens).

We have previously detected expression of T and Mixl1 in both anterior and posterior epiblast in a small proximal domain of SO− embryos, suggesting Oct4 is not absolutely required for expression of these early markers of the primitive streak (Fig. 4B). Therefore, we examined Tbx6, a marker of paraxial mesoderm (Chapman et al., 1996; Chapman and Papaioannou, 1998) and thus an indicator of further differentiation. Tbx6 was not detected in SO− embryos, consistent with a defect in EMT and abrogation of embryonic mesoderm differentiation (Fig. 5B). To examine whether the defect in later-stage mesoderm differentiation results from defective EMT or indicates an absolute requirement for Oct4 in mesoderm differentiation, we carried out explant cultures of mutant embryos. Plating E7.5 embryonic tissues on a feeder layer of mitotically inactivated murine embryonic fibroblasts in basal N2B27 medium resulted in beating foci after 48 h, both in SO+ and mutant embryos (Movies 1 and 2). This suggests that the lack of mature mesoderm structures in Oct4 mutant embryos might arise from the defective tissue organisation, rather than from an absolute requirement for mesoderm specification. However, we cannot exclude a specific function for Oct4 in specifying more distal primitive streak derivatives.

The disruption in lineage segregation apparent in our SO− embryos provides an opportunity to investigate the potential compatibility rules for lineage-specific gene expression. We therefore ascertained whether deletion of *Oct4* could result in aberrant co-expression of lineage-specific transcription factors. Co-staining for Nanog and Sox1 revealed that although Nanog expression persisted throughout the epiblast of mutant embryos up to the headfold stage, it was mutually exclusive with Sox1 at the single-cell level (Fig. S1A). Similarly, despite the widespread upregulation of Sox17 in mutant embryos, Sox1 and Sox17 were never observed in the same cell (Fig. S1B). Therefore, lack of Oct4 results in widespread tissue disorganisation but apparently not in aberrant co-expression of genes that would normally be mutually exclusive.

We conclude that the defects observed in Oct4 mutants during early gastrulation severely affect subsequent attempts to establish more mature lineages. Although markers of advanced anterior differentiation are detected, their expression domain is more distal than in SO+ embryos, consistent with the lack of anterior structures. Markers of lineages that arise from the posterior primitive streak are missing, as expected from the posterior epiblast disorganisation and the failure of cells to undergo EMT.

### Lack of Oct4 results in broad mis-regulation of transcripts

In order to identify the first changes associated with *Oct4* deletion, we carried out RNA-sequencing of whole epiblasts after *Oct4* deletion, but before any morphological changes were clearly evident, at ∼E6.75. 

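Libraries were made from 2 SO+ and 3 SO− embryos, each sequenced as a separate sample. SO− embryos carried the Cre transgene with a floxed and a null Oct4 allele, and SO+ embryos had no Cre and a floxed beside an intact allele. The ExE had been removed, so that each sample held the epiblast together with the visceral endoderm (VE). SmartSeq2 amplifies full-length cDNA from polyadenylated RNA and attaches no molecular identifiers, so PCR copies of one molecule cannot be recognised. The authors aligned the reads to GRCm38/mm10, counted them on the genes of Ensembl 87 and deposited the read counts without normalization. The counts summed to 27538119 and 27047148 in SO+ embryos 1 and 2, and to 4134617, 1117566 and 4191498 in SO− embryos 1, 2 and 3. The SO+ libraries were on average 8.67 times larger, and no SO− library reached the size of an SO+ library (exact permutation test, two-sided p = 0.1, the smallest p that 2 embryos against 3 allow). Both SO+ libraries carried one second index and all SO− libraries another, so the index cannot be told apart from genotype. The smallest expression that 3 counts can show was 0.109 and 0.111 CPM (the count scaled to library size, as counts per 1e6) in the SO+ embryos and 0.726, 2.68 and 0.716 CPM in the SO− embryos, which covers counting error only. Counts were scaled by edgeR's TMM method, and the 12067 genes kept by its expression filter were compared between genotypes by its quasi-likelihood test with Benjamini-Hochberg adjustment. Fold changes are given on the log2 scale as SO− over SO+, with a standard error calculated from the fold change and its F statistic.
Oct4 is encoded by Pou5f1 (ENSMUSG00000024406), on chromosome 17 of GRCm38 from 35506018 to 35510772. Its counts were 25341 and 11774 in SO+ embryos 1 and 2, or 919.5 and 437 CPM. In SO− embryos 1, 2 and 3 the counts were 115, 14 and 183, or 28.0, 12.5 and 44.1 CPM, which is 4.13%, 1.84% and 6.51% of the SO+ mean. The log2 fold change was −4.43 (standard error 0.33, adjusted p = 3.94e-05 from edgeR's quasi-likelihood test). The SO+ embryos differed from each other 2.10-fold, less than either differed from any SO− embryo.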

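Distances between the 5 embryos were calculated as Euclidean distances over 12067 genes on the scale of log2(CPM + 1), with a pseudocount of 1, and joined by complete linkage. The 2 SO+ embryos were 48.5 apart, and the 3 SO− embryos were between 54.9 and 68.5 apart. Between genotypes, distances ranged from 55.2, for SO+ embryo 2 and SO− embryo 3, to 84.9, for SO+ embryo 1 and SO− embryo 2. The first division of the tree placed all 5 embryos with their own genotype. The mean distance between genotypes was 1.15 times that within genotypes (exact permutation test over the 10 splits of the embryos, one-sided p = 0.2; the smallest p possible is 0.1). On linear FPKM values the division was the same and the ratio was 2.20 (exact permutation test, one-sided p = 0.1). Average linkage instead separated SO− embryo 2, the smallest library, from the other 4, which left 3 embryos on their genotype's side.

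**Figure D1:**
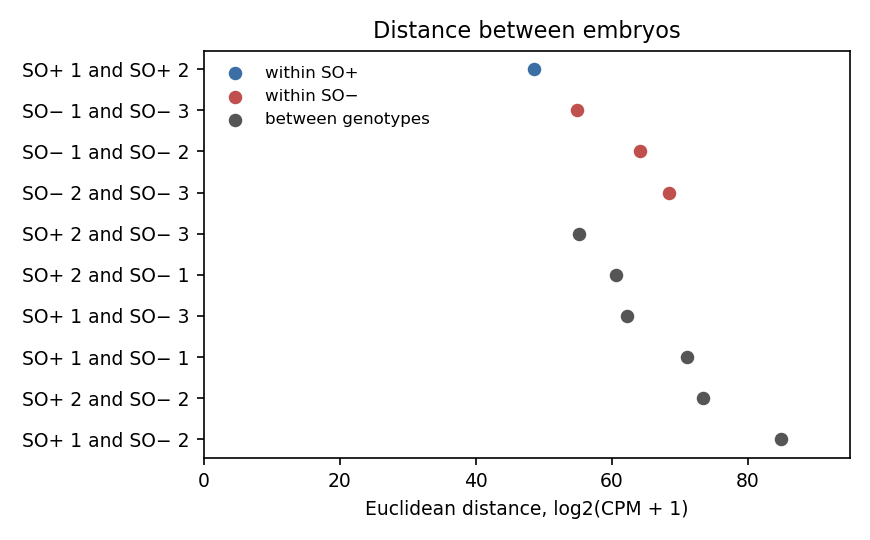
Euclidean distance on the scale of log2(CPM + 1) for each pair of embryos. Each point is 1 pair, coloured by whether the embryos share a genotype; the pair within SO+ is closest at 48.5, and distances within SO− overlap those between genotypes.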

Hierarchical clustering clearly separated SO+ and SO− embryos (Fig. 6A). Of the 372 differentially expressed transcripts (adjusted *P*-value<0.05), 240 were significantly upregulated and 134 were downregulated in the mutant embryos, compared with controls (Table S2). 

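Of 12067 genes tested, 283 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 171 of them higher and 112 lower in SO− embryos. An absolute log2 fold change of at least 1 was reached by 199 of the 283. DESeq2, the tool named in the paper's methods, gave 380 genes, 246 higher and 134 lower, and shared 269 with edgeR. The count also depended on the embryos included: with SO− embryo 1, 2 or 3 left out, 46, 35 and 263 genes had an adjusted p under 0.05, of which 46, 35 and 204 were among the 283. The expression filter was reapplied in these fits, which tested 14395, 14385 and 14386 genes. They therefore differ from the main fit in the filter and the number of embryos as well. Among genes with a mean expression of at least 3 on the log2 CPM scale and no overlap between genotypes, the largest falls were in Gm26619, Rps2-ps13, Pou5f1, Myb and Slc35d3. Gm26619 had no counts in any SO− embryo and was at least 10.1-fold lower than in SO+ embryos. Myb fell from 27.5 ± 10.2 CPM (SD, n = 2) to 1.43 ± 0.87 CPM (SD, n = 3). Rps2-ps13 is a processed pseudogene whose reads can be divided between it and Rps2, so its fall is uncertain. The largest rises were in Dmrt3, Psmb8, Igfbp5, Mab21l2 and Samd3. Psmb8 lies within 10 Mb of Pou5f1 on chromosome 17, so alleles carried with the targeted locus are not excluded for its rise. Dmrt3 rose from 1.55 ± 0.60 CPM (SD, n = 2) to 20.5 ± 2.60 CPM (SD, n = 3), a log2 fold change of 3.71 (standard error 0.40, adjusted p = 3.89e-04 from edgeR).

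**Figure D2:**
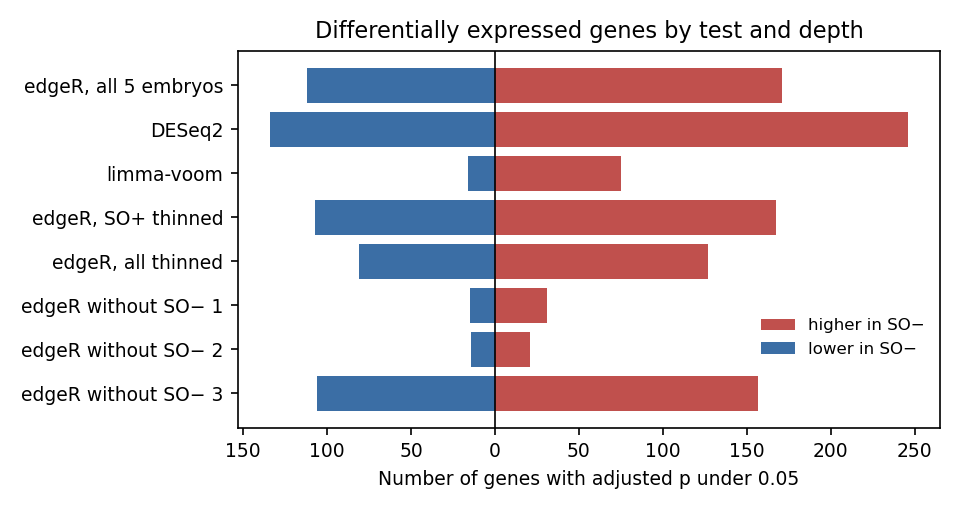
Number of genes with an adjusted p under 0.05 that were higher (right) or lower (left) in SO− than in SO+ embryos, by test, by library depth and with each SO− embryo left out. Thinned bars are medians of 10 random draws in which the SO+ libraries were reduced to the mean SO− total, or all libraries to the smallest; edgeR gave 171 higher and 112 lower genes, and without SO− embryo 2 it gave 21 and 14.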

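Pathways were tested with camera, which compares the genes of a set with all other tested genes, over 801 mouse Reactome sets of 10 to 500 tested genes. With an inter-gene correlation of 0.01, 5 sets had a Benjamini-Hochberg adjusted p under 0.05 and 125 had an unadjusted p under 0.05. Higher in SO− embryos were elastic fibre formation (26 genes, 19 higher, mean log2 fold change 0.75, adjusted p = 4.74e-04 from limma's camera) and molecules associated with elastic fibres (24 genes, 17 higher, mean 0.78, adjusted p = 5.33e-04 from camera), which share most of their genes. Class I MHC folding, assembly and peptide loading was also higher (23 genes, 20 higher, mean 0.36, adjusted p = 0.0273 from camera). Activation of the pre-replicative complex (29 genes, 3 higher, mean −0.19, adjusted p = 0.0136 from camera) and DNA strand elongation (32 genes, 4 higher, mean −0.16, adjusted p = 0.0332 from camera) were lower. With the correlation between genes estimated from the 5 embryos, no set passed, with a lowest adjusted p of 0.854 from camera and 3 sets at an unadjusted p under 0.05, but an adjusted p under 0.05 over 801 sets is hard to reach in that test with 5 embryos. Fisher's exact test of the differentially expressed genes against all tested genes, up and down together, passed none of the 801 sets, with a lowest adjusted p of 0.188. Gene ontology terms were not analysed here.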

Global analysis of signalling pathways or gene ontology terms did not reveal any significant enrichment. Therefore, we examined the expression of signalling pathway components relevant to EMT and lineage specification (Fig. S2). Although some relevant pathway components were differentially expressed, no clear trend could be observed (Fig. S2). Furthermore, none of the growth factors, receptors or downstream targets varied in a manner consistent with the phenotype. 

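Lists of FGF/ERK, WNT, NODAL and BMP pathway components, EMT genes and lineage markers were written before the data were examined, and 208 of their genes had enough counts to be tested. Over all genes tested, 23 of the 208 had an adjusted p under 0.05 in edgeR's test, 16 of them higher in SO− embryos, and over the lists alone the number was 40. Of 35 FGF/ERK components, 5 were differentially expressed, all higher in SO− embryos. Of 43 WNT components, 2 were differentially expressed, 1 in each direction (Wls higher and Wnt8a lower). Of 23 NODAL components, 4 were differentially expressed, 2 in each direction (Cer1 and Cfc1 higher, Fst and Skil lower). Of 22 BMP components, 4 were differentially expressed, all higher. Counting every component whatever its p, 18 of 35 FGF/ERK, 22 of 43 WNT, 9 of 23 NODAL and 17 of 22 BMP components were higher in SO− embryos.

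**Figure D3:**
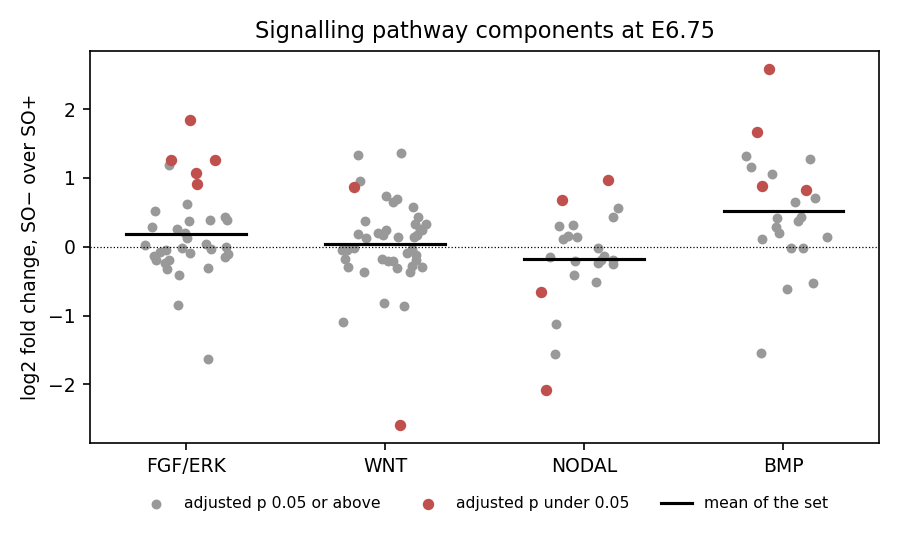
Log2 fold change, SO− over SO+, of each tested component of the FGF/ERK, WNT, NODAL and BMP pathways. Each point is 1 gene, red points have an adjusted p under 0.05 in edgeR's test, and black lines are means; called genes lie above 0 in FGF/ERK and BMP and on both sides of 0 in WNT and NODAL.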

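Among growth factors, Bmp7 rose from 10.9 ± 8.71 CPM (SD, n = 2) to 66.3 ± 9.36 CPM (SD, n = 3), a log2 fold change of 2.59 (standard error 0.40, adjusted p = 0.00427 from edgeR). Fgf17 (1.84, adjusted p = 0.0138 from edgeR) and Fgf10 (1.26, adjusted p = 0.00925 from edgeR) also rose. Wnt8a fell from 10.6 ± 2.53 CPM (SD, n = 2) to 1.94 ± 0.74 CPM (SD, n = 3), a log2 fold change of −2.59 (standard error 0.48, adjusted p = 0.0118 from edgeR). Fgf4 (−1.63, adjusted p = 0.140 from edgeR), Bmp4 (1.27, adjusted p = 0.242 from edgeR) and Nodal (−0.19, adjusted p = 0.700 from edgeR) did not pass the threshold over all genes, although the values of Fgf4 and Bmp4 did not overlap between genotypes and Fgf4 passed over the lists alone (adjusted p = 0.0429 from edgeR). No FGF, Frizzled, LRP, activin or BMP receptor on the lists had an adjusted p under 0.05, the closest being Fzd6 (1.36, adjusted p = 0.158 from edgeR). NODAL co-receptors went both ways. Cfc1 rose by 0.96 (adjusted p = 0.0495 from edgeR), while Tdgf1 was lower on average without passing (−0.40, adjusted p = 0.0669 from edgeR). Among secreted antagonists, Fst fell from 95.8 ± 5.99 CPM (SD, n = 2) to 21.1 ± 7.08 CPM (SD, n = 3), and Bmper rose by 1.67 (adjusted p = 0.0205 from edgeR). The FGF targets Spry1 and Spry4 rose by 0.91 and 1.07, and the BMP targets Id1 and Id2 by 0.88 and 0.82, with adjusted p from 0.0120 to 0.0256 from edgeR. Other FGF targets did not pass: Dusp6 (0.51, adjusted p = 0.0820 from edgeR) and Spry2 (0.39, adjusted p = 0.274) were higher on average and Etv5 (−0.41, adjusted p = 0.147) and Etv4 (−0.19, adjusted p = 0.786) lower, and the BMP target Id3 (0.44, adjusted p = 0.0883) did not pass either. Among NODAL antagonists, Cer1 rose by 0.69 (adjusted p = 0.0126 from edgeR), while Lefty1 (0.32, adjusted p = 0.494 from edgeR) and Lefty2 (0.16, adjusted p = 0.938 from edgeR) did not pass, and the sign of Lefty2 depended on the embryos included. Of the genes in this paragraph with an adjusted p under 0.05 over all genes, Fst kept it with each SO− embryo left out in turn (at most 0.0139 from edgeR). All the others lost it without SO− embryo 1 and without SO− embryo 2 (adjusted p from 0.0887 to 0.259 from edgeR), and Wnt8a and Spry4 also without SO− embryo 3.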

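Fgf8 (ENSMUSG00000025219) lies on chromosome 19 of GRCm38 from 45736798 to 45742915. It had 137.6 and 124 CPM in the SO+ embryos and 308 CPM, 332 CPM and 298 CPM in the SO− embryos. Its log2 fold change was 1.26 (standard error 0.11, adjusted p = 1.25e-04 from edgeR's quasi-likelihood test), and it stayed between 1.18 and 1.33 with each embryo left out in turn. Fn1 (ENSMUSG00000026193) lies on chromosome 1 from 71585520 to 71653200. It had 71.4 and 98.6 CPM in the SO+ embryos and 217, 188 and 93.3 CPM in the SO− embryos, so that SO− embryo 3 lay below SO+ embryo 2. The log2 fold change of Fn1 was 0.95 (standard error 0.27, adjusted p = 0.0964 from edgeR over all genes and 0.0261 over the lists of pathway and marker genes alone). With SO− embryo 1, 2 or 3 left out it was 0.65 (adjusted p = 0.539 from edgeR), 0.87 (adjusted p = 0.468) and 1.26 (adjusted p = 0.00427). These are RNA values; protein was not measured in these samples.

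**Figure D4:**
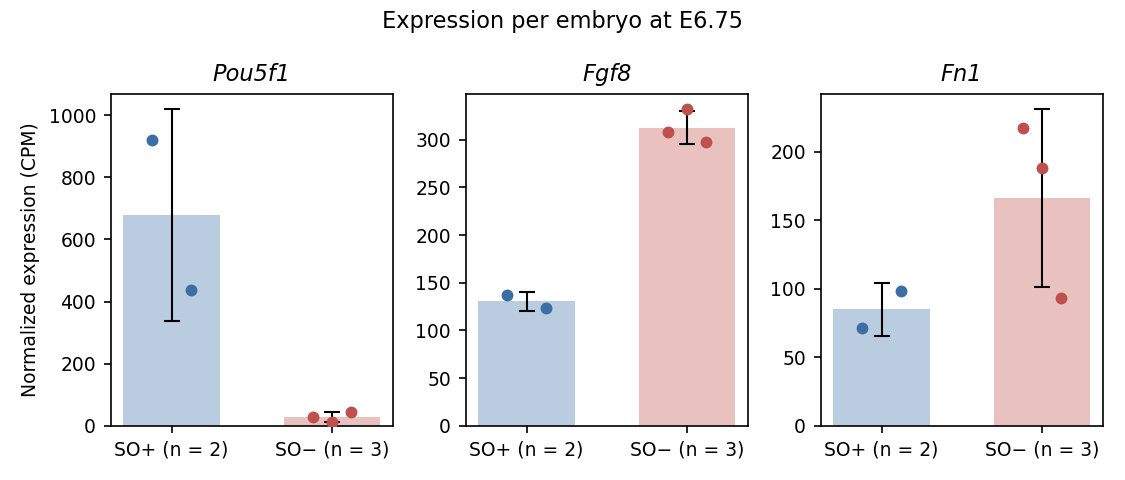
Normalized expression, in CPM, of Pou5f1, Fgf8 and Fn1 in 2 SO+ and 3 SO− embryos at E6.75. Points are embryos, bars are means and error bars are SD; the genotypes do not overlap for Pou5f1 and Fgf8, and overlap for Fn1.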

For example, FGF8 and Fn1 proteins, which positively regulate EMT (de Almeida et al., 2016; Sun et al., 1999), were upregulated in SO− embryos. Overall, most pathways relevant to posterior epiblast identity were slightly higher in SO− embryos compared with SO+. This suggests that the SO− phenotype is caused by mis-regulation of key lineage specifiers rather than by upstream signalling pathways.

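Taken as sets with camera, the BMP components were higher in SO− embryos (mean log2 fold change 0.52, adjusted p = 4.79e-06 from camera over 14 sets) and so were the FGF/ERK components (mean 0.18, adjusted p = 0.0323 from camera). The WNT components did not differ (mean 0.05, adjusted p = 0.661 from camera), and the NODAL components were lower on average without passing the threshold (mean −0.17, adjusted p = 0.200 from camera). Genes of the posterior epiblast and primitive streak had a mean of 0.02 (adjusted p = 0.518 from camera), with 11 of 17 genes higher in SO− embryos. Mesenchymal genes of EMT were higher (mean 0.28, adjusted p = 0.0112 from camera), and epithelial genes did not differ as a set (mean 0.07, adjusted p = 0.299 from camera). Besides Fgf8, mesenchymal Cdh2 (0.97, adjusted p = 0.0445 from edgeR) and epithelial Jup (0.63, adjusted p = 0.0277 from edgeR) were higher. Cdh2 and Jup lost the threshold without SO− embryo 1 and without SO− embryo 2. Of 14 sets, 6 passed, 5 of them higher in SO− embryos. Markers of the VE were among these (mean 0.27, adjusted p = 0.0188 from camera), and extra-embryonic ectoderm markers had a mean of 0.63 (adjusted p = 0.108 from camera), so that differences in tissue content can contribute to the set results. With the correlation between genes estimated per set none of the 14 passed, and the lowest adjusted p was 0.411 from camera. With the SO+ libraries thinned to the mean SO− total, an alternative chosen after the depths were seen, the FGF/ERK set no longer passed (median adjusted p = 0.0603 from camera).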

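Of the lineage specifiers that the paper names, Sox17 rose from 27.0 ± 6.32 CPM (SD, n = 2) to 70.8 ± 30.6 CPM (SD, n = 3), a log2 fold change of 1.33 (standard error 0.30, adjusted p = 0.0365 from edgeR). Foxd3 fell from 15.3 ± 3.83 CPM (SD, n = 2) to 1.72 ± 1.69 CPM (SD, n = 3), a log2 fold change of −3.16 (standard error 0.67, adjusted p = 0.0261 from edgeR and 0.462 from DESeq2). Neither gene had an adjusted p under 0.05 without SO− embryo 1 or without SO− embryo 2. Foxa2 (0.60, adjusted p = 0.322 from edgeR), T (0.63, adjusted p = 0.344 from edgeR) and Sox2 (0.56, adjusted p = 0.514 from edgeR) were higher on average, without passing the threshold. Mixl1 (−0.44, adjusted p = 0.375 from edgeR) and Otx2 (−0.23, adjusted p = 0.449 from edgeR) were lower on average, also without passing it. Mixl1 was at 0.027 without SO+ embryo 2, so its sign rested on that embryo. Log2 fold changes of Nanog, Eomes and Snai1 lay within 0.05 of 0, and their signs depended on the embryos included. Tbx6 and Sox1 had too few counts to be tested: Tbx6 had 46 counts in SO+ embryo 2 and at most 1 in any other embryo. As a set, the 10 tested specifiers had a mean log2 fold change of −0.07 (adjusted p = 0.803 from camera). Their median was 0.03 and 6 of 10 were higher in SO− embryos, and Foxd3 had the largest fold change among them. The paper reports no clear trend in pathway components, and no growth factor, receptor or target that changed in keeping with the phenotype. It also reports slightly higher expression of most posterior pathways. From this the paper proposes that the phenotype arises from mis-regulated lineage specifiers and not from signalling upstream of them.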

**Fig. 6.**
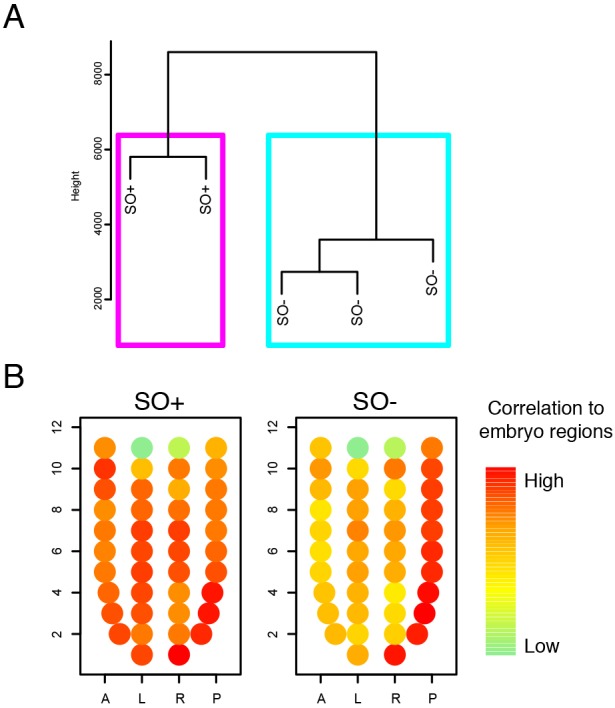
**Gene expression analysis of embryos.** (A) Hierarchical clustering of SO+ and SO− epiblasts and VE dissected from E6.75 embryos. (B) Correlation of SO+ and SO− samples with each embryo region shown as a circle, in its corresponding position: 1, distal; 11, proximal; A, anterior; P, posterior; L, left; R, right.

Self-renewing primed pluripotent stem cell lines, known as ‘epiblast stem cells’ (EpiSCs), can be captured by explanting postimplantation epiblasts (Brons et al., 2007; Tesar et al., 2007) and their identity resembles the gastrulation stage epiblast (Kojima et al., 2014). Therefore, EpiSCs provide a convenient *ex vivo* system with which to perform biochemical assays. We examined recently published Oct4 ChIP-seq data in EpiSCs (Matsuda et al., 2017). Most (239) differentially expressed genes showed Oct4 binding peaks within 50 kb of the gene promoter (Fig. S4A). We also identified Oct4 binding peaks upstream of Foxa2, Otx2 (Fig. S4B) and most components of the pathways relevant to EMT (Fig. S3). These findings are consistent with a potential role for Oct4 in regulating multiple fates.

Our immunohistological studies detected mis-expression of posterior epiblast genes (Fig. 5). To extend this analysis at a genome-wide level, we compared expression in SO+ and SO− embryos with the published spatially localised transcriptome data of mid-gastrulation embryos (Peng et al., 2016). For each embryo region, we assessed the degree of correlation with our control and mutant embryos. As expected, SO+ embryos showed high correlation across all embryo regions, consistent with an equal representation of genes in SO+ and reference embryos (Fig. 6B). Conversely, SO− embryos showed high correlation to regions of the distal/posterior epiblast, but much less with anterior and left/right regions (Fig. 6B).

Overall, this analysis provides no support for the hypothesis that the Oct4 phenotype results from dramatic switches in the activity of signalling pathways. Instead, it suggests that Oct4 orchestrates the underlying transcription factor network in a cell-autonomous manner.

### *Oct4* mutant phenotypes are not dependent upon disruption of upstream signalling pathways

To determine whether the SO− EMT phenotype is cell-autonomous, epiblasts were liberated from their extra-embryonic tissues at E6.5 and plated on fibronectin in basal medium lacking exogenous signalling components or cytokines. Explants were cultured for 48-72 h, fixed and processed for immunohistochemistry. SO− explants exhibited significantly higher E-cadherin expression compared with SO+ controls (Fig. 7A), suggesting that the EMT phenotype is cell-autonomous.

**Fig. 7.**
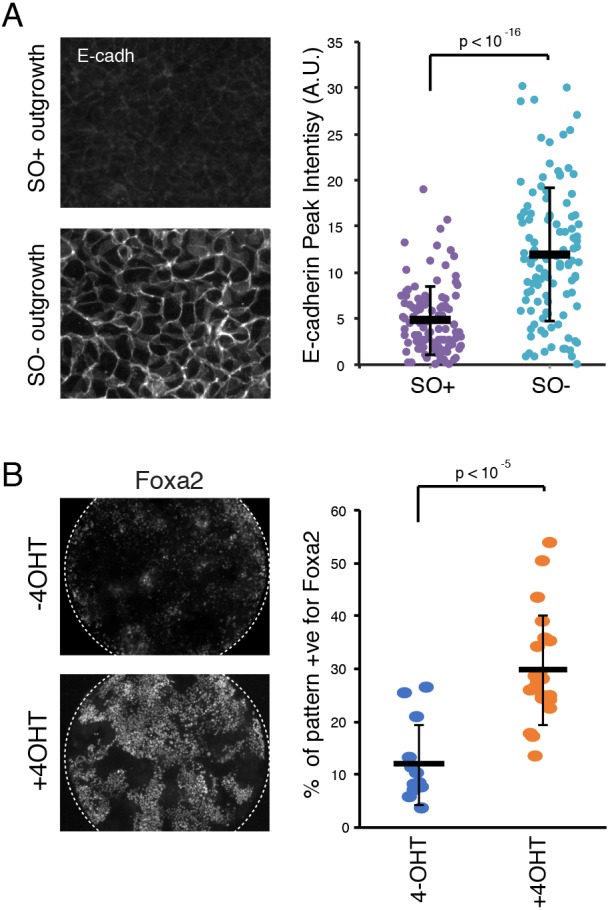
**Recapitulation of SO− phenotypes *in vitro*.** (A) Immunostaining and quantification of E-cadherin in SO+ and SO− epiblast outgrowths dissected at E6.5 and cultured for 48-72 h in N2B27. Data are mean±s.d. (B) Immunostaining and quantification of Foxa2 expression in IOD cells cultured in EpiLC media conditions in the presence (bottom) or absence (top) of tamoxifen (4-OHT). Data are mean±s.d.

As an alternative approach, we made use of a recently developed *in vitro* culture system for patterning cells in culture (Morgani et al., 2018). Mouse ESCs were derived from homozygous compound transgenic embryos in which *Oct4* can be ubiquitously deleted in a tamoxifen (4-OHT)-inducible manner. Cells were first primed towards an epiblast-like cell (EpiLC) state (Hayashi et al., 2002; Morgani et al., 2018) before plating on to laminin-coated micropatterns. As shown previously in EpiLC conditions, control cells maintain expression of Oct4 and do not upregulate Foxa2 (Fig. 7B) (Morgani et al., 2018). In the presence of 4-OHT, however, we observed widespread upregulation of Foxa2, consistent with our *in vivo* data (Fig. 4B).

### Oct4 is essential for establishment and maintenance of EpiSCs

Our data so far imply an important role for Oct4 in choreographing postimplantation development. We therefore investigated whether it is required for maintenance of primed pluripotency in the context of self-renewal of epiblast cells *ex vivo*. EpiSC derivation efficiency is greatly enhanced by addition of the Wnt inhibitor XAV 929 (Sumi et al., 2013). We attempted to derive EpiSCs from E5.75 and E6.5 SO− and SO+ embryos. EpiSCs were readily obtained from SO+ epiblasts (23/23), but not from SO− epiblasts (0/11). As an alternative approach, we made use of homozygous compound transgenic embryos in which Oct4 may be deleted in a 4-OHT-inducible manner from inducible Oct4 deletion (IOD) embryos (Le Bin et al., 2014). EpiSCs were successfully derived from IOD embryos in the absence of 4-OHT (2/2), but not in its presence (0/8). This was unlikely to reflect toxicity issues from the inducing agent or activation of Cre, as EpiSCs were efficiently produced from Confetti (Snippert et al., 2010)×R26-CreERT2 (Vooijs et al., 2001) *inter se* crosses exposed to the same concentration of 4-OHT (14/14). Interestingly, trophoblast stem (TS) cells readily emerged from explants of SO− embryos explanted into the same culture conditions. These lines were morphologically identical to the TS cells obtained from explanted SO+ ExE, suggesting that the SO− TS cell lines were derived from ectopic ExE encroaching upon the defective epiblast. In confirmation of this, early passage SO− explants contained mostly cells that were negative for *lacZ*, the reporter for expression of the *Oct4*-null allele (Nichols et al., 1998), confirming their identity as extra-embryonic cells. Finally, we attempted to delete *Oct4* from previously established IOD EpiSC lines but found that upon addition of 4-OHT, no EpiSC lines could be passaged. We conclude that Oct4 is required for propagation and self-renewal of the primed state of pluripotency.

## DISCUSSION

We have used conditional deletion of *Oct4* in gastrulating mouse embryos to explore the mechanism of exit from pluripotency and progression to lineage specification *in vivo*. Activation of Cre recombinase by the *Sox2* promoter resulted in loss of Oct4 between E6.5 and E7.0, and consistent abnormalities causing embryonic lethality by E9.0 (Fig. 1). The time of Oct4 deletion suggests that the embryonic axis is initially correctly specified. At around E6.0, Oct4 protein was extinguished from epiblast cells in a mosaic, ‘salt and pepper’ pattern, leading to ectopic expression of Nanog in a manner complementary to Oct4 (Fig. 2). Upregulation of Nanog following *Oct4* deletion has been reported previously in preimplantation embryos (Le Bin et al., 2014). Our new results identify a cell-autonomous role for Oct4 in moderating Nanog expression in primed, as well as naïve, pluripotent embryonic cells (Nichols and Smith, 2009). When examining lineage specification, we found that embryos lacking Oct4 failed to maintain body axis orientation. Instead, the anterior domain becomes more distal and a second ‘posterior’-like domain appears in the anterior-proximal epiblast. This was determined by the more distal localisation of the expression domains of Sox2, Sox1, Otx2 and Cer1 (Figs 3 and 5), and by the appearance of a second anterior-proximal domain positive for Nanog, brachyury (T) and Mixl1 (Figs 3 and 4). Concomitantly, endoderm markers, which are normally expressed in the distal epiblast, became upregulated and their expression domains extended proximally, both in the anterior and posterior direction, although not as far as the proximal ExE-epiblast boundary. This expansion of endoderm markers coincided with reduced expression domains of proximal-posterior genes (T and Mixl1) as well as failure to upregulate more mature mesoderm markers, such as Tbx6, which denotes paraxial mesoderm. Examination of sections also revealed defects in cell morphogenesis. In *Oct4* mutant embryos, cells accumulated in the streak and failed to migrate out. Indeed, at E7.5, there were no distinguishable cell layers in the posterior epiblast and cells appear as a single disorganised mass (Figs 4 and 5). This is probably attributable to the observed failure to downregulate E-cadherin, or E-cadherin re-expression after *Oct4* deletion (Fig. 4). Interestingly, we observed that explant cultures were able to give rise to beating cardiomyocytes (Movies 1 and 2). This, as well as the initial expression of posterior primitive streak-markers T and Mixl1 after *Oct4* deletion, argues against direct requirement for Oct4 in specifying mesoderm. However, as all the markers detected are characteristic of the proximal primitive streak, it remains to be determined whether the defects in distal primitive streak specification are indirectly caused by the defects in EMT or because of a cell-autonomous role for Oct4 in specification of these fates.

As Oct4 is a transcription factor, a key question is which of its targets lead to the observed phenotype? Such abrupt changes in patterning could be due to two possible extreme mechanisms. First, deletion of Oct4 could result in changes to the signalling pathway landscape within the epiblast. This would result mostly in non-cell autonomous defects. Because Oct4 is not expressed in extra-embryonic tissues, the more distal positioning of the AVE in SO− mutants (Fig. 3C,E,F) is likely to be caused indirectly. This distal positioning in the mutants probably results in the appearance of a group of cells expressing primitive streak markers in the anterior-proximal epiblast. The ectopic expression of posterior-associated genes in the proximal-anterior epiblast in the SO− embryos is likely to account for the lack of anterior structures in later development (Fig. 4). However, transcriptome analysis of whole epiblasts did not detect differential gene expression enrichment in any signalling pathway, despite the fact that Oct4 binds widely in EpiSCs (Matsuda et al., 2017).

In contrast, deletion of *Oct4* could result in the mis-regulation of key transcription factors. Although Oct4 has been suggested to act primarily as a transcriptional activator for maintenance of pluripotency (Hammachi et al., 2012), it has also been reported to serve as a repressor in other contexts (Lang et al., 2009; Ouyang et al., 2009). The phenomenon of derepression of Nanog observed in Oct4-negative cells immediately after deletion of *Oct4* in the ICM (Le Bin et al., 2014) and postimplantation epiblast (Fig. 2) might extend to other genes, such as *Foxa2*. *Oct4* appears to bind upstream of *Foxa2* (Fig. S3B) and *in vitro* studies have suggested that Oct4 blocks Foxd3-mediated activation of *Foxa2* (Guo et al., 2002). In SO− mutants, the Foxa2 expression domain was greatly expanded (Fig. 4B), and Foxa2 was also upregulated in an *in vitro* differentiation assay upon inducible deletion of *Oct4* (Fig. 7B). Interestingly, Foxa2 is important for orchestrating multiple cellular identities. Forced expression of Foxa2 in E7.5 embryos results in posterior expansion of the Otx2 expression domain (Kimura-Yoshida et al., 2007), a phenotype we also observe upon *Oct4* deletion (Fig. 3C,D). Moreover, both Foxa2 and Otx2 are essential for maintaining correct A-P polarity via specification of the DVE; in the absence of either factor the body axis remains distal-proximal, so that primitive streak-associated genes such as *T* are expressed at the epiblast-ExE boundary and fail to become restricted to the posterior epiblast (Kimura-Yoshida et al., 2007; Perea-Gomez et al., 2001).

The expansion in the expression domain of Foxa2 could also account for the morphological changes in *Oct4* mutant embryos. Foxa2 has been proposed as a mesenchymal-to-epithelial transition (MET) driver in murine loss-of-function studies (Burtscher and Lickert, 2009) and in various human cancers (Myatt and Lam, 2007). Although it remains unclear whether Foxa2 possesses a gain-of-function phenotype in the embryo, it is possible that Oct4 limits the expression domain of Foxa2, which in turn controls epithelialisation.

Finally, the failure in our attempts to derive EpiSCs from *Oct4* mutant embryos is in agreement with published reports that EpiSCs can be derived from the postimplantation embryos as long as Oct4 protein is present and that EpiSC lines can be derived from anterior structures which would normally lack Oct4 only after its forced expression (Osorno et al., 2012).

Our results point towards a key role for Oct4 in orchestrating postimplantation development (Fig. 8). The data suggest there is a complex balance of identities in the epiblast, each competing with its neighbours and those shaping gene expression domains. In this context, Oct4 is likely to be playing a repressive role, in coordination with localised signalling pathways.

**Fig. 8.**
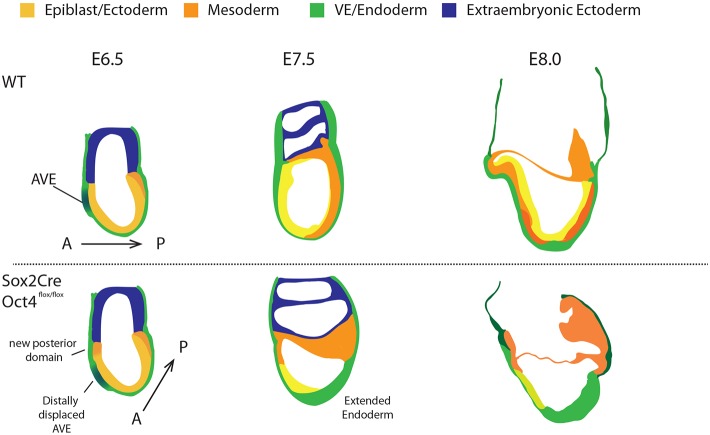
**Schematic representation of the phenotypes associated with conditional *Oct4* deletion.** Normal mouse peri-gastrulation development is depicted in the top panels. Below, the developmental progression of embryos lacking Oct4 from the onset of gastrulation is broken into three stages. At E6.5 the A-P axis is altered, resulting in distally displaced anterior visceral endoderm and appearance of a posterior-like domain in the proximal anterior region. Subsequently, the presumptive primitive streak region thickens with simultaneous failure to reduce E-cadherin and upregulation of definitive endoderm identity. Anterior structures fail to form and the embryo becomes disorganised.

## MATERIALS AND METHODS

Experiments were performed in accordance with EU guidelines for the care and use of laboratory animals, and under the authority of appropriate UK governmental legislation. Use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge and relevant Home Office licences are in place.

### Mice and embryos

Homozygous mice in which the coding regions of both *Oct4* alleles (exons 2-5) are flanked by LoxP sites have been described previously (Le Bin et al., 2014). By mating female Oct4^fl/fl^ homozygous mice to male mice carrying Sox2Cre (Hayashi et al., 2002) and a single *Oct4*-null allele (Nichols et al., 1998), we established compound transgenic embryos using the scheme depicted in Fig. 1A. Mice and embryos were genotyped by PCR using validated primers as follows: Oct4LoxP, CTCAAACCCCAGGTGATCTTCAAAAC and GGATCCCATGCCCTCTTCTGGT; Oct4 null, GCCTTCCTCTATAGGTTGGGCTCCAACC (125N), GGGCTGACCGCTTCCTCGTGCTTTACG (122N) and GAGCTTATGATCTGATGTCCATCTCTGTGC (157N) (125N and 122N amplify the KO allele; 125N and 157N amplify the WT/Flox allele); Oct4LoxP recombined, ACTGAGAAGAAGGCAGCCTTAGC and GGATCCCATGCCCTCTTCTGGT; Cre transgene, GCGGTCTGGCAGTAAAAACTATC and GTGAAACAGCATTGCTGTCACTT.

Ear notches or embryos were added to 100 µl or 10 µl of digestion buffer, respectively [50 mM KCl, 10 mM TrisHCl (pH 8.3), 2.5 mM MgCl_2_, 0.1 mg/ml gelatin, 0.45% NP40, 0.45% Tween20] containing proteinase K (final concentration 200 µg/ml) and incubated at 55°C overnight. Proteinase K was heat inactivated at 95°C for 10 min. Ampliﬁcation was carried out on around 5 µl of DNA solution for 35 cycles (following a 95°C hot start for 10 min) of 94°C for 15 s, 60°C for 12 s, 72°C for 60 s, with a ﬁnal extension at 72°C for 10 min. Reaction products were resolved by agarose gel electrophoresis.

IOD mice homozygous for R26::CreERT2 (Vooijs et al., 2001) and floxed Oct4, used for the EpiSC-derivation and epiblast-outgrowth experiments have been described previously (Le Bin et al., 2014), and were maintained as homozygotes. To control for the risk that Cre activation by exogenous provision of tamoxifen is detrimental to epiblast outgrowth, we crossed the R26::CreERT2 homozygous mice to Confetti homozygotes (Snippert et al., 2010) to generate heterozygous embryos from which epiblasts were dissected.

Mice were maintained by in-house breeding on a lighting regime of 14 h light and 10 h darkness with food and water supplied *ad libitum*. Embryos were generated by natural mating. Detection of a copulation plug after pairing confirmed successful mating. Resulting embryos at noon on the day of the plug were considered to be at embryonic day (E) 0.5. All embryos used were isolated and dissected in M2 medium (Quinn et al., 1982).

### Embryo staining

Embryos were fixed in 4% PFA for 1 h at room temperature (RT), washed briefly with PBS and transferred to permeabilisation solution (PBS/0.25% Triton X100) for 1 h at RT. Embryos were blocked overnight at 4°C in blocking solution [PBS, 2% donkey serum (Sigma-Aldrich), 0.1% BSA (Sigma-Aldrich) and 0.01% Tween20 (Sigma-Aldrich)]. Primary antibodies (Table S1) were diluted in blocking solution at the concentrations stated and incubated overnight at 4°C. Embryos were washed three times, for at least 15 min each time in blocking solution, before incubating in Alexa Fluor-conjugated secondary antibodies (Molecular Probes) diluted 1:500 in blocking solution for 1 h at RT. Washes were repeated before mounting embryos in Vecta-shield (Vector Labs). Images were acquired using Leica TCS SP5 confocal microscope and processed with ImageJ. For paraffin embedding and H&E staining, standard protocols were used (Fischer et al., 2008). Embryos were orientated by mounting in 2% agarose in PBS prior to paraffin embedding. Antigen retrieval was performed by microwaving dewaxed slides in sodium citrate buffer [10 mM sodium citrate, 0.05% Tween 20 (pH 6.0)] for 20 min prior to immunostaining. X-Gal staining to reveal *lacZ* expression was performed following manufacturer's instructions (Sigma-Aldrich), based on the original embryo protocol (Beddington et al., 1989). Two to four embryos were stained for each combination of markers, and markers were stained in multiple combinations to validate results.

### Preparation of samples for RNA-sequencing

Embryos were manually dissected and the ExE removed. RNA extraction of whole-epiblast/VE samples was carried out using an Arcturus PicoPure RNA isolation kit according to the manufacturer's instructions. The ExE of each embryo was used for genotyping and processed as reported previously (Nichols et al., 1998) using primers listed above. Library preparation was carried out using the SmartSeq2 method (Picelli et al., 2014). Briefly, 1 ng of input material was used and PCR pre-amplification was performed with 15 cycles following polyA selection. Libraries were sequenced on a HiSeq4000, with paired end reads of 150 bp length each.

### Data alignment and analysis

Sequencing reads were processed to remove pre-amplification adapters with cutadapt 1.12 (Martin, 2011) and aligned to mouse genome GRCm38/mm10 with STAR 2.5.2a (Dobin et al., 2013). HTSeq-count (Anders et al., 2015) was used for reads quantification based on annotation from Ensembl 87. 

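At least 1 count was found for 19145 and 19260 genes in the SO+ embryos and for 16488, 14236 and 16515 genes in the SO− embryos. At least 10 counts were found for 15287 and 15192 genes in the SO+ embryos and for 11538, 8999 and 11645 in the SO− embryos. Both measures separated the genotypes (exact permutation test, two-sided p = 0.1, the smallest p possible with 2 embryos and 3). After every library was thinned at random to the size of the smallest, a check chosen after the depths were seen, genes with at least 1 count numbered 14424 and 14383 in SO+ embryos and 14300.5, 14236 and 14335.5 in SO− embryos, as medians of 10 draws. The genotypes then differed 1.008-fold in mean (exact permutation test, two-sided p = 0.1), and genes with at least 10 counts did not separate them (exact permutation test, two-sided p = 0.7). Protein-coding genes held 95.3% and 95.9% of counts in SO+ embryos and 94.6%, 94.3% and 94.5% in SO− embryos. This share separated the genotypes (exact permutation test, two-sided p = 0.1). So did mitochondrial rRNA, at means of 0.680% in SO+ and 0.955% in SO− embryos (exact permutation test, p = 0.1). The 10 most counted genes did too, at 7.27% and 8.12% (exact permutation test, p = 0.1). All mitochondrial genes (exact permutation test, p = 0.3) and pseudogenes (exact permutation test, p = 0.2) did not reach this p. The percentage of mapped reads was not analysed here.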

No significant differences were observed in read distribution (Fig. S5A), number of detected genes (Fig. S5B) or percentage of mapped reads (Fig. S5C) across samples.

Data analysis was performed in R. Aligned reads were converted to FPKM. Differential gene expression analysis was performed with DESeq2 (Love et al., 2014) using an adjusted *P*-value threshold of 0.05. To correlate the changes in gene expression upon *Oct4* deletion with the 3D map of the gastrulating mouse embryo, we used the ‘Zipcode Mapping’ feature of iTranscriptome (Chen et al., 2017; Peng et al., 2016). GAGE (Luo et al., 2009) was used for pathway and gene ontology (GO) analysis on the differentially expressed genes but revealed no significant enrichment (not shown). PathVisio (Kutmon et al., 2015; van Iersel et al., 2008) was used to visualise gene expression of signalling pathway components. Pathways were adapted from WikiPathways templates (Kelder et al., 2012; Kutmon et al., 2015). Data have been deposited in GEO under accession number GSE103403. Oct4-binding peaks were obtained from Matsuda et al. (2017) (GSE74636). A merged table of gene expression level, differential analysis and nearby Oct4 binding peaks is presented in Table S2. To investigate individual genes, bigWig files were uploaded onto the UCSC Genome browser (https://genome.ucsc.edu/).

### Epiblast outgrowths

E6.5 embryos were explanted on plates coated with fibronectin in basal N2B27 medium (made in-house) lacking exogenous signalling components or cytokines. Explants were cultured for 48-72 h, fixed and processed for E-cadherin immunohistochemistry. For the differentiation to cardiomyocytes, E7.5 embryonic tissues were dissected free from extra-embryonic tissues and plated on a feeder layer of mitotically inactivated murine embryonic fibroblasts in basal N2B27 medium and cultured for 48 h before imaging.

### *In vitro* differentiation of tamoxifen-inducible Oct4-deleted cells

The protocol was adapted from Morgani et al. (2018). IOD lines were routinely passaged in 2i/LIF medium in N2B27. For differentiation assays, IODs were directly plated in EpiLC media as previously described (Hayashi et al., 2002). Briefly, 2.5×10^4^ cells/cm^2^ were plated on to fibronectin coated plates in N2B27 medium supplemented with activin A (20 ng/ml), FGF2 (12.5 ng/ml) and 1% KSR. After 48 h, cells were split with accutase and 8.0×10^5^ cells plated directly in EpiLC medium supplemented with 10 µM ROCK inhibitor (Y27632, Merck) onto micropatterned substrates (12 well plate). The inhibitor was not necessary for survival, but it allowed rapid cell attachment to the micropatterns as a monolayer. After 2 h, the non-attached cells were removed by washing the wells twice with DMEM/F12+0.1% BSA before changing the medium to fresh EpiLC medium without ROCK inhibitor.

### Micropattern fabrication and stamping

Micropatterns were produced by using a microcontact printing protocol, adapted from Thery and Piel (2009). A mould was fabricated by photolithography. The negative photoresist SU-8 2100 (Microchem) was spin-coated on to a silicon wafer at a speed of 505 ***g*** then baked as per manufacturer's instructions to achieve a coating of 100 µm. A photomask (JD Phototools) containing an array of circles of 1000 µm diameter was used to selectively expose the photoresist to UV radiation (10 mW/cm^2^) for 26 s. Following post-exposure bake, as per the manufacturer's protocol, PGMEA (propylene glycol methyl ether acetate) was used to develop unexposed regions of photoresist. De-gassed 9:1 (base:curing agent) polydimethylsiloxane (PDMS) was poured into the container containing the mould and cured at 60°C for 90 min.

PDMS stamps were cut to fit 12-well plates. Stamps were washed once with 70% ethanol, before rinsing with distilled water and allowing them to dry. To make them hydrophilic, stamps were subjected to plasma cleaning for 20 s. Immediately, a solution of 100 µg/ml laminin in PBS was added on top to ink the stamps. Stamps were incubated for at least 3 h at RT with the laminin solution. To generate the micropatterns, the laminin was aspirated and the stamps allowed to air dry. Twelve-well plates were plasma treated for 2 min before adding the stamps and applying pressure to print the pattern. The stamps were removed from the wells after 10 min. The wells were covered with a 0.2% solution of pluronic F-127 in PBS (Sigma Aldrich) to render the non-patterned surface of the well hydrophobic. After 30 min, the pluronic F-127 solution was aspirated and the wells washed three times with PBS (10 min each wash) to remove excess coating. Micropatterned wells were stored in PBS and used later in the day (longer storage not tested).

### EpiSC derivation

Embryos were dissected at E5.75 and E6.5. The epiblast was manually separated from the Reichert's membrane, VE and ExE. Whole epiblasts were plated on fibronectin-coated plates in pre-equilibrated N2B27 medium supplemented with 20 ng/ml activin A, 12 ng/ml FGF2 and 10 µM XAV929 (Sigma), as reported previously (Sumi et al., 2013). Outgrowths were passaged after 5 days.

### Image analysis

Quantification of immunofluorescence was performed using ImageJ. Briefly, nuclei were designated as regions of interest (ROIs) on the DAPI channel, from the anterior to the posterior end of the epiblast. The intensity of the ROIs in the other channels was quantified and the values plotted relative to cell position. For each staining, representative images and corresponding quantification is provided. To quantify the E-cadherin intensity at the membrane, raw intensity measures were obtained by measuring intensity across a line (plot profile, ImageJ). Using a custom MATLAB code, the line profile was low-pass filtered (code courtesy of Kevin Chalut, Wellcome-MRC Cambridge Stem Cell Institute, UK) and we calculated the staining intensity at the membrane as the difference between the major peak and subsequent trough along the line. To quantify differentiation on micropatterns, all channels were thresholded based on unstained controls. The area of positive staining was calculated for each channel and shown as a fraction of the area covered by DAPI.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

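RNA was sequenced from 2 SO+ and 3 SO− embryos at E6.75, each sample being the epiblast and VE of a single embryo. Embryos were assigned to genotypes and replicate numbers from the sample labels and the paper's definition of SO+ and SO−. All 5 embryos were used. Labels number the SO+ embryos 1 and 2 and the SO− embryos 1, 2 and 3, and same-numbered embryos of different genotypes are different animals.

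The authors removed adapters with cutadapt, aligned reads to GRCm38/mm10 with STAR, counted them per gene of Ensembl 87 with HTSeq-count and deposited whole-number counts for 49671 genes, without normalization. Whether strand was used in counting and whether duplicate reads were removed is not named in the paper's text, so reads shared by overlapping genes or near-identical copies can be divided in ways that cannot be checked. At least 1 count was present in the 5 embryos for 21777 genes. Chromosome, coordinates, exon length and GC content were taken from GENCODE mouse release M21 on the same build, which matched 99.3% of the genes in the table and 99.9% of those tested. Total counts per embryo ranged from 1117566 to 27538119. Counting error is therefore largest in SO− embryo 2, where 3 counts correspond to 2.68 CPM, against 0.109 CPM in SO+ embryo 1. Each embryo was counted as a separate sample, as the labels and the paper describe. Same-genotype libraries differed by more than counting noise (chi-square per degree of freedom of 39.1 for the SO+ pair and between 2.80 and 5.81 for the SO− pairs), a measure that grows with depth and does not by itself show separate samples.

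Counts were analysed in R 4.3.3. Differential expression was tested with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood F test, genotype as the only term), with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. Gene sets were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01, over 14 sets written by hand from knowledge of the pathways and over 801 Reactome sets from fgsea 1.28.0. Of the tested genes, 94.0% had the identifier that the Reactome sets use. Genes named in the text are those named in the paper, members of the hand-written sets with an adjusted p under 0.05, and the 5 largest rises and 5 largest falls among called genes with a mean log2 CPM of at least 3 and no overlap between genotypes. Other genes named in the text, such as Fzd6, Dusp6, Spry2, Etv4, Etv5, Id3, Ascl2, Rhox6, Rps2, Tapbp, Tap2, Erap1, Bmp8b and the sex-linked genes, were chosen because a result rests on them, after their values were seen. Sample distances were tested by exact permutation over the 10 splits of the embryos.

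Alternatives set before the data were examined were DESeq2 1.42.0, limma-voom, other scaling factors, other filters on low counts, a robust estimate of spread, a minimum fold change, autosomal genes alone, the replicate number as a block, other distances and linkages, other gene set tests, and each embryo left out. Alternatives chosen after the data were seen were binomial thinning of the SO+ libraries to the mean SO− total or of all libraries to the smallest, each as the median of 10 draws, and removal of each library's trend with GC content or exon length.

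The test was run on simulated counts with the means and library sizes of these embryos. Of 200 genes changed by known fold changes, edgeR recovered 133 with 16 false calls among 11759 genes tested, DESeq2 recovered 129 with 13 false calls and limma-voom recovered 103 with 2. In 10 simulations without any change, edgeR called 1.5 genes on average and at most 4. A set of 30 genes raised by 0.5 on the log2 scale had an unadjusted p of 2.00e-27 from camera at an inter-gene correlation of 0.01, but 0.00114 with the correlation estimated, where 0.2% of random sets without change had a p under 0.05. A trend of 0.5 on the log2 scale per SD of GC content or of log exon length, put on SO− counts simulated without other changes, gave 3041 and 2406 calls without correction and 0 with it. Thinned counts were also tested, and their variance was 1.001 times the binomial variance over 5088 genes.

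GAGE, gene ontology terms, the spatial reference transcriptome, Oct4 binding data and the supplementary tables were not used here.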

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

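The tests of immune and maternal markers and of embryo sex were chosen only after the results they bear on were seen, and so was the use of the estimated correlation as a test of these 2 sets.

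The Reactome set for class I MHC folding, assembly and peptide loading, which the paper does not discuss, was higher in SO− embryos, with a mean log2 fold change of 0.36 and 20 of 23 genes higher. Its called genes were Tapbp (1.72), Tap2 (1.81) and Erap1 (1.13). Tapbp and Tap2 lie within 10 Mb of Pou5f1 on chromosome 17, so alleles carried with the targeted locus were considered. Without the 9 genes of the set in that window, 12 of the remaining 14 were higher, with a mean of 0.21. The unadjusted p was 0.0101 from camera at an inter-gene correlation of 0.01, and was not calculated with the correlation estimated. Genes outside the window were thus higher too, but how much of the shift linked alleles account for is not settled. Depth does not account for the shift, since the median p from camera was 1.48e-04 with the SO+ libraries thinned to the mean SO− total. Summed immune and maternal markers were 92.3 and 70.6 CPM in SO+ embryos and 81.1, 95.5 and 80.3 CPM in SO− embryos, so the lowest SO− value was 0.870 times the highest SO+ value. The 2 maternal markers tested had a mean log2 fold change of 0.96 (adjusted p 0.131 from camera), and a contribution of such cells is not excluded. With the correlation between genes estimated from the embryos, the p from camera was 0.0627. In 20 simulations of the set's fold changes with independent genes it was at most 0.0237. Observed fold changes may overstate the true ones, so a lack of power is not excluded. Correlation among the genes also remains as an explanation. An effect of Oct4 loss cannot be told apart from genes that vary together, from linked alleles or from immune or maternal cells.

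The paper does not discuss the elastic fibre formation set, although it names Fn1, one of its genes. The set had a mean log2 fold change of 0.75 and 19 of 26 genes higher in SO− embryos. It includes Bmp7, Tgfb2, Efemp1 and Mfap4, which were called, and Fn1, which was not. The median p was 4.31e-07 with the SO+ libraries thinned, so depth does not account for it. With the correlation between genes estimated, the p from camera was 0.0530, against at most 0.00576 in the same simulations, which have the same limit. Correlation remains here too, and a lack of power is not excluded. An effect of genotype cannot be told apart from a group of genes that vary together.

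X-linked genes were differentially expressed more often than autosomal genes, at 4.84% (22 of 455, 14 higher in SO− embryos) against 2.24% (259 of 11584), with an odds ratio of 2.22 (Fisher's exact test, p = 0.00122). Genes are not independent replicates. The paper does not report on chromosomes. Every embryo expressed Y-linked genes, the lowest sum of Ddx3y, Eif2s3y, Kdm5d and Uty being 122 CPM. These sums were 127 and 122 CPM in SO+ embryos and 172, 148 and 144 CPM in SO− embryos, and Xist was between 1.21 and 18.7 CPM. The genotypes therefore did not differ in having Y-linked expression. Its summed level was higher in each SO− embryo, while 0 of 6 tested Y-linked genes were called (1 at an unadjusted p under 0.05). Depth does not account for the excess: among genes with an unadjusted p under 0.01, the median Fisher's exact p was 2.48e-04 with the SO+ libraries thinned. Whether the excess follows from Oct4 loss is a hypothesis that these embryos cannot decide.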

How the results depend on the processing

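The alternatives of thinning, GC correction and length correction were chosen after the data were seen, and all others before.

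The 283 differentially expressed genes stayed within 1.5 times under DESeq2 (380), other scaling factors (280 and 288), no filter or a robust spread (313 each), at least 10 counts in every embryo (243), a minimum fold change (199), autosomal genes (257), GC correction (279), length correction (282) and thinning (medians of 273 and 211.5). After thinning of the SO+ libraries, a median of 234 of the 283 were still called, and after thinning of all libraries 175. limma-voom gave 91 genes, 75 higher and 16 lower. Across the 3 fits that each left out an SO− embryo, there were from 35 to 263 genes, from 21 to 157 higher and from 14 to 106 lower; the cause was not tested. No called gene changed sign in these fits. Leaving out an SO+ embryo leaves a single one, so only fold changes were calculated.

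With the replicate number as a block, 929 genes were called, 523 higher and 406 lower. SO− embryo 3 is the only embryo with its number, so this fit compares the genotypes without it. Fn1 reached a log2 fold change of 1.29 (adjusted p 7.71e-12 from edgeR), Snai1 reversed to 0.057, and 41 Reactome sets passed. The extra-embryonic ectoderm set reversed (adjusted p 0.103), the FGF/ERK set no longer passed (0.0898) and the posterior set passed (0.0496). Deviations of same-numbered embryos from their group means correlated at 0.0647 and the differences of embryos 1 and 2 at 0.0721, so the numbers do not pair the embryos.

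Gene set results depended on the treatment of correlation between genes. With it estimated per set, 0 of 14 hand-written sets and 0 of 801 Reactome sets passed, with 0 hand-written and 3 Reactome sets at an unadjusted p under 0.05 (lowest hand-written p 0.0734). With fold changes as observed but independent genes, simulated BMP and endoderm sets passed over the 14 sets in 18 and 16 of 20 draws. Observed fold changes may overstate the true ones and so make the simulated test too powerful. The draws therefore do not decide whether too few embryos explain the 0 of 14. The adjusted p became 0.411 for the BMP, mesenchymal and FGF/ERK sets and 0.426 for the anterior set. With fry, 0 sets passed in both collections (4 hand-written and 167 Reactome sets at an unadjusted p under 0.05), and adjusted p was 0.149 for BMP and FGF/ERK and 0.220 for the mesenchymal and anterior sets. Fisher's exact test passed 0 Reactome sets (107 unadjusted). With at least 10 counts in every embryo 30 Reactome sets passed and the lineage specifier set reversed (adjusted p 0.238). Thinning gave medians of 13.5 and 10.5 Reactome sets and an FGF/ERK adjusted p of 0.0603 and 0.0696.

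Leaving out SO− embryos gave from 3 to 6 hand-written and from 6 to 35 Reactome sets. Adjusted p ranged from 0.0163 to 0.0895 for FGF/ERK, 0.352 to 0.839 for WNT, 2.16e-06 to 0.106 for the anterior set, 0.0859 to 0.994 for the posterior set, 3.92e-05 to 0.0565 for the mesenchymal set and 0.0707 to 0.181 for the extra-embryonic ectoderm set. The WNT, anterior, posterior and extra-embryonic ectoderm sets reversed in at least 1 of these fits; the cause was not tested.

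Fgf8 and Pou5f1 kept their direction and an adjusted p under 0.05 in every fit that tested them. With each embryo left out in turn, log2 fold changes ranged from 0.65 to 1.26 for Fn1, −0.093 to 0.19 for Eomes, −0.50 to 1.36 for Lefty2, −0.044 to 0.074 for Nanog and −0.25 to 0.072 for Snai1. Those of Mixl1 ranged from −0.81 to 0.027 and those of Cdh1 from −0.20 to 0.032. Foxa2 ranged from 0.15 to 1.25 and T from 0.17 to 0.94. Nanog also reversed with GC correction (−0.0079) and with the SO+ libraries thinned (−0.0037), and Snai1 with GC correction (0.012).

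Clustering placed all 5 embryos with their genotype on linear CPM or FPKM, with the 500 most variable genes, with Spearman correlation and after thinning. With a pseudocount of 0.1, without a filter or with average linkage, 3 embryos were placed so. Leaving out each embryo placed from 2 to 4 of 4, with a distance ratio from 0.98 to 1.24, the lowest without SO+ embryo 1.

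For other genes and sets, counting each gene or set once per alternative, 71 values lost and 10 gained an adjusted p under 0.05, and 24 fold changes moved by more than the replicate SD with a single SO+ embryo left. Depth limits low-expressed genes most, since 3 counts are 2.68 CPM in the smallest library.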

Differences from the paper's values

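The paper's counts of 372 differentially expressed transcripts, 240 higher and 134 lower, were each within 1.5 times of the 283, 171 and 112 found with edgeR. With DESeq2, set before the data were examined, the numbers were 380, 246 and 134, the last equal to the paper's. The paper's 240 and 134 do not sum to its 372.

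The paper states that Fn1 was upregulated in SO− embryos. Its log2 fold change was 0.95 with an adjusted p of 0.0964 from edgeR and 0.482 from DESeq2, and 1 of 3 SO− embryos lay within the SO+ range. Fn1 had an adjusted p under 0.05 from edgeR with the replicate number as a block (7.71e-12), without SO− embryo 3 (0.00427) and over the hand-written lists alone (0.0261). No SO+ embryo is numbered 3, so the block fit also compares the genotypes without SO− embryo 3. It is therefore not separate evidence from the fit that leaves this embryo out, and the replicate numbers do not pair the embryos. Over all alternatives, the adjusted p ranged from 7.71e-12 to 0.539.

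The paper reports no significant enrichment from its pathway analysis. Of 801 Reactome sets, 5 passed with camera at an inter-gene correlation of 0.01, while 0 passed with the correlation estimated (3 at an unadjusted p under 0.05), with fry (167) or with Fisher's exact test (107). GAGE, the paper's tool, was not used here.

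The paper states that most pathways of posterior identity were slightly higher in SO− embryos. BMP and FGF/ERK sets were higher, the WNT and posterior sets had means of 0.05 and 0.02 without passing, and the NODAL set had a mean of −0.17.

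The paper reports no significant difference in the number of detected genes, and its text names no threshold for detection. Genes with at least 1 count were 1.22 times as many in SO+ embryos (exact permutation test, two-sided p = 0.1, the smallest possible). With all libraries thinned to the smallest, a setting chosen after seeing the values, they were 1.008 times as many. The threshold may differ from the paper's, so these values do not contradict it.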

Other observations

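The test of depth by thinning on the number of called genes, and those of reads shared with a pseudogene, of visceral endoderm, of the SO+ pair and of the neighbourhood of Pou5f1 were chosen only after the results were seen.

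Of the 4 splits of the embryos that part both same-numbered pairs, 1, the real one, gave as many as 283 genes, and it was also the only one among all 10 splits, the other 6 of which part fewer pairs. The next largest number was 8, with 1441 genes at an unadjusted p under 0.05, for SO− embryos 1 and 2 against the rest. A design of this size cannot give a share under 0.05. Counts simulated without a difference at the real depths gave 1.5 calls on average. The median was 273 with the SO+ libraries thinned. After GC correction 279 genes were called and after length correction 282, but the corrections moved the log2 fold changes of the 283 genes by medians of only 0.0204 and 0.00442, so these 2 counts show little by themselves. The library index follows genotype completely and cannot be told apart from it.

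Rps2-ps13, a processed pseudogene on the X chromosome from 52898588 to 52899469, had 684 and 617 CPM in SO+ embryos and 13.2, 8.92 and 16.6 CPM in SO− embryos (log2 fold change −5.54, adjusted p 6.70e-10 from edgeR). Rps2 rose at the same time by 0.81. The log2 fold change of their summed count was 0.16 (adjusted p 0.544). Reads divided differently between the pair, for example because of a sequence variant, are a candidate explanation, which the summed value of 0.16 does not exclude. No variant was tested.

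Pou5f1 differed 2.10-fold between the 2 SO+ embryos, whose labels give the same genotype. Among 2206 genes of at least 100 CPM, 7 differed as much, which places Pou5f1 at the 99.7 percentile. With 1 embryo on each side, no test can separate a difference in stage or dissection from chance. Genes within 10 Mb of Pou5f1 were called in 8 of 228 cases (3.51%), against 2.20% of other autosomal genes (Fisher's exact test, p = 0.172). Tapbp (1.72), Psmb8 (3.54) and Tap2 (1.81), among the 8, start close together, between 33915899 and 34203527. Abcg1 (−1.90) and Hmga1 (−0.66), also among the 8, were lower. A count over the whole window cannot show whether linked alleles changed single genes.

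The 10 tested genes of the set written for definitive endoderm were all higher in SO− embryos, with a mean log2 fold change of 0.77. The set includes Cer1, which the paper uses as a marker specific to the anterior VE. It therefore cannot separate definitive endoderm from anterior VE, and neither can its comparison with the visceral endoderm markers. Visceral endoderm markers rose by 0.27 on average, less than the endoderm genes (permutation test over genes, p = 2.5e-04; genes are not independent). The visceral endoderm set itself passed, however (13 of 16 genes higher, adjusted p 0.0188 from camera; range over alternatives other than the replicate block from 3.95e-09 to 0.620), so more visceral endoderm in the SO− samples is not excluded as a part of the rise. With the SO+ libraries thinned the median p was 5.10e-07 from camera. Extra-embryonic ectoderm expresses Bmp4 and Bmp8b, and the BMP set without them had an unadjusted p of 1.90e-07 from limma's camera. This removed 2 of 22 genes and moved the mean from 0.52 to 0.54, so it says little about that tissue. Of 8 extra-embryonic ectoderm markers, 5 were higher in SO− embryos (mean 0.63, adjusted p 0.108 from camera; range over alternatives other than the replicate block from 4.73e-06 to 0.411). Among them, Hand1 rose by 3.04 (adjusted p 0.00754 from edgeR, but 0.0783 without SO− embryo 1 and 0.128 without SO− embryo 2). Bmp8b (−0.62), Ascl2 (−0.53) and Rhox6 (−0.25) were lower. The markers thus point both ways, and extra-embryonic ectoderm left on the SO− samples is not excluded. With the SO+ libraries thinned, the median p of the BMP set was 1.36e-09. Neither the endoderm nor the BMP set passed with the correlation between genes estimated (adjusted p 0.411 for both from camera). Over alternatives other than the replicate block, the adjusted p ranged from 4.54e-10 to 0.411 for BMP and from 8.20e-09 to 0.411 for endoderm. A shift toward endoderm and BMP signalling without Oct4 may underlie both as a hypothesis, which cannot be told apart from visceral endoderm or extra-embryonic ectoderm content, from genes that vary together or from the library index.

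The anterior epiblast set was lower in SO− embryos (mean log2 fold change −0.15, 6 of 9 genes lower, adjusted p 0.0112 from camera; range over alternatives from 4.13e-07 to 0.426). Its direction reversed without SO− embryo 1 and without SO− embryo 2. The expression filter was reapplied in those fits, where the set held 10 and 11 genes, so the reversal does not rest on the embryo alone. Utf1 fell by 2.08 and Zic5 fell by 0.97 (adjusted p 0.0376 from edgeR, and 0.298 without SO− embryo 1), while Six3 rose by 2.37 (adjusted p 0.0894 from edgeR). The paper's comparison with a spatial reference was not analysed here.

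For proteins that the paper examined by immunostaining in other embryos, RNA values were: Cer1 higher by 0.69 (adjusted p 0.0126 from edgeR; range over alternatives other than the replicate block from 9.79e-04 to 0.174), Cdh1 (E-cadherin) at −0.09 (0.844) and Nanog at 0.02 (0.982). Cdh1 ranged from −0.20 to 0.032 with each embryo left out in turn, so its sign depended on the embryos included. Dkk1, which the paper names as an inhibitor secreted by the anterior VE, was at 0.69 (adjusted p 0.0523 from edgeR and 0.0263 from DESeq2; 0.0398 with at least 10 counts in every embryo, and up to 0.331 with an SO− embryo left out).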
